# Different Diets Change the Expression of Bovine Serum Extracellular Vesicle-miRNAs

**DOI:** 10.3390/ani9121137

**Published:** 2019-12-13

**Authors:** Suyu Quan, Xuemei Nan, Kun Wang, Linshu Jiang, Junhu Yao, Benhai Xiong

**Keywords:** feed formula, nonforage fiber source, blood, exosome

## Abstract

**Simple Summary:**

Studies over the last decade have shown that cells can communicate with neighboring or distant cells through complex packets stuffed with selected proteins, lipids, and nucleic acids, called extracellular vesicles. The wrapped macromolecules are miRNAs, which play a central role in mediating the signal communication of creatural patho/physiological systems. Extracellular vesicle-miRNAs vary among species and different body fluids, such as milk, urine, saliva, cerebrospinal fluid and blood, providing general and individual characters of the vesicles. Cow’s milk is significant in the supply of human nutrition. Therefore, the extracellular vesicle-related physiological process of dairy cows should be of concern. This study clarified the miRNA profiling of bovine serum and found their potential influence on immunity. Moreover, we found that different diets could affect miRNA expression. The results implied that people could implement effective dietary strategies to intervene in the physiological state of animals.

**Abstract:**

Cells can communicate with neighboring or distant cells using extracellular vesicles (EVs), mainly attributed to their containing miRNAs. Given that diets can change host circulatory miRNA profiling, and EVs are the major miRNA carriers in serum, we hypothesized that different diets could change bovine circulating EV-miRNA expression. We partly replaced alfalfa hay with whole cotton seed and soybean hull in the feed formula of the tested cows. Blood EVs were isolated using a polyethylene glycol precipitation kit. Particle size analysis revealed exosomes were dominant in bovine serum EVs. Small RNAs were enriched in bovine serum EVs, including miRNAs, snRNAs, tiRNAs, Cis-regulatory elements, piRNAs, etc. In total, 359 types of *Bos taurus* miRNAs were identified by Solexa sequencing. Each cow in the control group contained about 244 types of serum EV-miRNAs, compared to 246 types in the tested group. There were 15 immune-related miRNAs in the top 20 serum EV-miRNAs, accounting for about 80% of the total. Seven differently expressed known miRNAs were detected in responding to different diets. An analysis of the Kyoto Encyclopedia of Genes and Genomes (KEGG) showed differently expressed miRNAs were related to hormone signal pathways and protein metabolism. Bovine serum EVs are abundant with miRNAs, most of which are immune-related. Different diets eventually change the miRNA profiling of bovine serum EVs.

## 1. Introduction

By wrapping high-molecular-weight proteins (e.g., cytosolic, cytoskeletal, plasma membrane and heat shock proteins), lipids (e.g., sphingomyelin, cholesterol, phosphatidylserine and glycosphingolipids), and nucleotides, especially miRNAs, extracellular vesicles (EVs) can mediate intercellular communication in a novel way using these contents [1,2]. EVs are heterogeneous in size (40–2000 nm) and include inward luminal budding of exosomes and outward budding of microvesicles, as well as apoptotic bodies [3]. EVs are not only secreted from hematopoietic origins, particularly by cells of the immune system, including dendritic cells, macrophages, B cells and T cells, but also from non-hematopoietic origins, like neurons and epithelial cells [4]. After being synthesized by these cells, EVs are released into various biological fluids such as blood, saliva, urine, amniotic fluid, and milk, which contribute to many mammalian physiological and pathological processes [5]. Blood bathes all the organs in the body and collects and transports many types of biomolecules secreted, excreted, or discarded by different cells [6]. Serum is an aqueous solution and abundant with dissolved albumin, globulin, enzymes, hormones, nutrients, metabolites and various complex organic molecules, including EVs [5]. Enclosed by a strong phospholipid bilayer membrane, the cargos in serum EVs, especially miRNAs, can deliver at great distances without dilution or degradation. Therefore, various studies have regarded serum EVs as biomarkers with the ability to identify many diseases—such as cancer, immunological disorders, and other systematic disorders in different organs—due to their containing miRNAs [7].

The 18–25 nt non-coding miRNAs can regulate gene expression and control protein synthesis at the post-transcriptional level. After the cleavage of the primary miRNAs (pri-miRNA) and yielding of hairpin precursor miRNAs (pre-miRNA), mature miRNAs capable of performing biological functions are produced [8]. As the key regulatory factors for mammalian growth and development, miRNAs are involved in cell cycling, programmed cell death, cell proliferation, cell differentiation, sensing of nutrient stress and immune processes such as the development of B and T cells, the release of inflammatory mediators, the differentiation of dendritic cells and macrophages, and the proliferation of neutrophils and monocytes [8,9,10]. Specific miRNAs are found in the majority of eukaryotic tissues and organs, and circulatory miRNAs, that are balanced across the entire body, can be free or vesicle-enclosed. Serum EVs are the major miRNA carriers, representing about 78% of total serum miRNAs [11].

The rise of “nutrigenomics” in recent years, which explores the metabolism of nutrients using high-throughput technologies, elucidated another important role of diets besides providing nutrients, namely the regulation of gene expression [12]. It has been proven that changes in nutrient intake induced by different diets such as fatty acids, carbohydrates, amino acids, vitamins, and phytochemicals could regulate the expression of host miRNAs, leading to the modification of host gene expression. Additionally, changing the expression of miRNAs through dietary change has been used as a therapeutic agent to treat some human diseases [13]. Given that diets can change the expression of host circulating miRNAs, and that EVs are the major miRNA carriers in serum, we hypothesized that different diets could change bovine circulatory EV-miRNA expression and, accordingly, designed different feed formula. We partly replaced the alfalfa hay in the bovine feed formula with whole cotton seed and soybean hull to reduce the cost of forage due to high-quality alfalfa being in short supply and costly [14]. On the other side, as high-fiber byproduct feeds, whole cotton seed and soybean hull are recycled forage, conforming to the concept of the sustainable development of agriculture. This study shows that bovine serum EVs were abundant with immune-related miRNAs, and that different diets did change the serum EV-miRNA profiling. It is a great possibility that people could implement effective dietary strategies to intervene in the physiological state of animals.

## 2. Materials and Methods

### 2.1. Ethics Statement

The Holstein cows involved in this experiment were supplied by the Beijing Dairy Cow Center. The study was approved by the State Key Laboratory of Animal Nutrition, the Institute of Animal Science, and the Chinese Academy of Agriculture Sciences, Beijing, China. All operations were performed strictly according to the Directions for the Caring of Experimental Animals from the Ministry of Science and Technology, China (no. 398, 2006). The experimental period was 30 days and the cows had access to water and feed ad libitum throughout the experiment.

### 2.2. Animals and Management 

Six Holstein cows (n = 6101 ± 10 DIM, 574 ± 36 kg BW, 32 ± 2 kg milk/d) were utilized in the experimental period, while housed in 6 environmentally controlled chambers and exposed to a constant temperature of 20 °C, with 40% humidity. The control cows were fed with Total Mixed Ration (TMR), while the tested cows were fed with feed that partly replaced alfalfa hay with whole cotton seed and soybean hull. The TMR formula (Table 1) for the two groups was designed to exceed the predicted requirements (NRC, 2001).

### 2.3. Serum Collection

The blood samples from each cow were collected at 07:00 h on the 30th day of the experimental period. A total of 10 mL of whole blood was collected using a blood collection tube, which should not contain anticoagulants such as EDTA or citrate. The serum was isolated at 3000× *g* for 10 min at room temperature. The serum samples were preserved at liquid nitrogen.

### 2.4. Preparation of EVs from Serum 

The exoEasy Maxi Kit (catalog no. 76064, QIAGEN, Germany) was used for the purification of exosomes and other EVs from cattle serum, depending on a membrane-based affinity binding step. According to the instructions, 4 mL serum was taken as a response system. An amount of 4 mL buffer XBP was mixed with 4 mL sample and warmed to room temperature. The mixture was added to the exoEasy spin column and centrifuged at 500× *g* for 1 min and the flow-through was discarded. An amount of 10 mL buffer XWP was added to the column and centrifuged at 5000× *g* for 5 min and the flow-through was discarded. An amount of 400 μL Buffer XE was added to the membrane and incubated for 1 min. The liquid was centrifuged at 500× *g* for 5 min to collect the eluate, and then the centrifuging was repeated at 5000× *g* one more time.

### 2.5. Nanoparticle Tracking Analysis

Serum pools from the control and tested groups were chosen to carry out this test. Serum mixtures of 3 cows in the control group were pooled together and fed and treated equally. Similarly, 3 cows from the tested group were pooled together. The isolated EVs were analyzed using nanoparticle tracking analysis to identify their physical characterization. The operations were carried out in strict accordance with the operating procedures. The particle size was tested using a sCMOS Nanosight camera with a 405 nm laser (catalog no. NS300, Malvern, UK).

### 2.6. Transmission Electron Microscopy

Serum pools from the control and tested groups were chosen to carry out the test as before. The exosomes were resuspended with 2% paraformaldehyde (catalog no. 158127, Sigma, US) and 5 μL was dropped onto the copper wire and rested at room temperature for 20 min. After being rinsed with 1× phosphate buffered solution 3 times, it was fixed with 1% glutaraldehyde solution (catalog no. G6257, Sigma, US) for 5 min. Then, it was rinsed 10 times with distilled water and negative dye with 5.4% uranyl acetate (catalog no. 22400, Electron microscopy sciences, US) for 5 min. After drying, it was observed using a Transmission Electron Microscope (TEM) (catalog no. FEI Tecnai G2 F20 S-TWIN, US).

### 2.7. Small RNA Library Construction and Sequencing

The serum EV-miRNAs were isolated using the miRNeasy Serum/Plasma Kit (catalog no. 217184, QIAGEN, Germany) following the manufacturer’s instructions. The quality of small RNA was tested by 2% agarose gel electrophoresis and Agilent Bioanalyzer 2100 (catalog no. G2939A, Agilent, CA, US). TruSeq Small RNA Sample Prep Kits (catalog no. RS-200-0012, Illumina, US), Qubit dsDNA Assay Kit (catalog no. Q328520, Life Technologies, US), Qubit RNA Assay Kit (catalog no. Q32852, Life Technologies, US), SuperScript II Reverse Transcriptase (catalog no.18064-014, Invitrogen, US) and DNA loading dye (catalog no.LC6678, Invitrogen, US) were utilized in these steps. Briefly, 3’ and 5’ adapters were ligated to the end of the RNA molecules. Then, the libraries were reverse transcribed, and the polymerase chain reaction was subsequently amplified. The cDNA constructs were purified and recovered, and the libraries were checked and eventually normalized.

### 2.8. Bioinformatics Analysis

The basic reads were converted into raw data/reads by base calling. Low-quality reads, 5’ primer contaminants and poly (A) were removed, and the sequences between 15 and 41 nt were retained. FASTX Toolkit (version 0.0.13) (http://hannonlab.cshl.edu/fastx_toolkit/) and NGS QC Toolkit (version 2.3.2) (https://omictools.com/ngs-qc-toolkit-tool) were used to control the quality of Q20 and filter the reads with N bases. The RNAs were subjected to the GenBank databases (http://www.ncbi.nlm.nih.gov/genbank/) to match the reads with the reference genome (*Bos taurus*, RefSeq assembly: GCF_002263795.1). BLAST (https://blast.ncbi.nlm.nih.gov/Blast.cgi) and Rfam (version 10.1) (http://www.sanger.ac.uk/software/Rfam) were used to remove transcripts, repeat sequences and annotate the non-coding RNAs as tiRNAs, rRNAs, small nuclear RNAs, small nucleolar RNAs, Cis-reg, other Rfam RNAs, etc. The known miRNAs and their structures were identified using miRBase (version 22.0) database (http://www.mirbase.org/). The unannotated sequences were made use of definition new miRNAs with miRDeep2 (https://www.mdc-berlin.de/content/mirdeep2-documentation) and the hairpin-structures were predicted using RNAfold (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi). The target genes of differentially expressed miRNAs were predicted by miRanda software (http://miranda.org.uk). Gene ontology (GO) (http://geneontology.org) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses (https://www.kegg.jp) were performed with the predicted target genes. GO function enrichment took all gene transcriptions/lists as a background and the different miRNA target genes list as a filter of the candidate list. Hypergeometric tests and the Benjamini and Hochberg multiple inspection were utilized to calculate the representative *p* value and their correction. The pathway analysis was conducted using the KEGG database (combined with KEGG annotation results, https://www.kegg.jp), and the significance of enrichments in the pathways was calculated using a hypergeometric distribution test.

## 3. Results

### 3.1. Identification of Bovine Serum EVs

The morphology of the EVs and their particle size distribution were characterized using a Transmission Electron Microscope (TEM) (Figure 1) and Nanoparticle Tracking Analysis (NTA) (Figure 2), respectively. The EVs were shown to be rounded, empty and cup-shaped (ranging from 100 to 200 nm) by the TEM and did not show significant difference between the two groups. The NTA showed that diameter was peaked in 158 nm in the control group and 194 nm in the tested group (Figure 2a,b), respectively. The particle diameter range of the control group was 70–500 nm, while the tested group was 80–560 nm (Figure 2c,d). A large number of particles were distributed around 160 nm in both groups. Less particles were distributed at 200 nm in the control group, while the diameter of tested group peaked at this point. 

### 3.2. Small RNAs Are Abundant in Bovine Serum EVs

The RNA concentration and miRNA percentage are shown in Table 2. The RNA concentrations ranged from 301.1 to 3045.6 pg/uL, while the mean miRNA proportion was 71% in the control group and 62% in the tested group. The results showed that there were small RNAs, especially miRNAs, encapsulated by the EVs in the bovine serum samples.

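Serum was taken on day 30 from 6 lactating Holstein cows, 3 in the control group and 3 in the tested group. EVs are particles enclosed by a membrane that cells release, and their small RNAs were sequenced as 1 library per cow. In dry matter, alfalfa hay made up 18.67% of the control diet and 9.70% of the tested diet, and corn silage made up 27.39% and 24.88%. The tested diet also held 5.72% whole cotton seed and 4.73% soybean hull. The paper speaks of 6 chambers for the cows and the deposited sample descriptions of 12. The authors trimmed and filtered the reads, matched them to the bovine genome, set other RNA classes aside, took known miRNAs from miRBase and predicted further miRNAs with miRDeep2. They deposited the counts of every miRNA in every library without normalization. The paper's text does not name the tool that made these counts. The counts of a library summed to 1589334, 2066965 and 2045007 in the control group and to 1277693, 1921359 and 2176002 in the tested group, with medians of 2045007 and 1921359. The groups were compared with the quasi-likelihood F test of edgeR on counts scaled by TMM, a factor per library that leaves out the most extreme miRNAs. It covered 623 miRNAs whose counts summed to at least 10 over the 6 libraries, 312 known and 311 newly predicted. The threshold was the one printed in Fig. 5, an unadjusted p below 0.05 with an absolute log2 fold change above 1. Adjusted p-values follow Benjamini and Hochberg over the 623 miRNAs. A positive log2 fold change means higher expression in the tested group. The test itself reports no standard error. The one given with an edgeR fold change is its absolute log2 value divided by the square root of F. Single measures were compared by a two-sided exact permutation test, and the smallest p that 3 cows against 3 allow is 0.1. The biological coefficient of variation that edgeR estimated was 129%. In simulated counts for the same comparison of 3 libraries against 3, with 200 miRNAs changed in each of 5 draws, this procedure passed 33.0% of the miRNAs changed 4-fold and 61.1% of those changed 16-fold. With no miRNA changed, it passed 6.18% of them.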

The means of raw reads were 27,169,567 in the control group and 30,539,294 in the tested group. The clean reads of all samples were counted between 11.05 and 24.19 M. The genome alignment rate was distributed from 69.20% to 77.06%. 

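The authors deposited a table of per-million values next to the counts. Within each library, the ratio of count to value was the same for every miRNA with a count, and it gives the number of clean reads behind the table. This number was 14270662, 12788408 and 11048676 in the 3 control libraries and 14426224, 12052480 and 24187264 in the 3 tested libraries. Counts of known miRNAs made up 14.8% ± 3.70 (SD, n = 3) of the clean reads in the control group and 10.9% ± 4.06 (SD, n = 3) in the tested group (exact permutation test, p = 0.2). Over single libraries the share ran from 8.50% to 18.0%. Alignments to the genome were not used here.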

Alignment using miRBase (version 22.0) identified a total of 1,537,256 reads, representing 1295 different types of miRNAs identified among all species, with 359 types of known *Bos taurus* miRNAs. 

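The deposited table lists 706 miRNAs, 359 with names of known Bos taurus miRNAs and 347 newly predicted by the authors. Counts on the known miRNAs were 1537256, 2008859 and 1990360 in the control libraries and 1226928, 1879390 and 2088249 in the tested libraries, 10731042 in all. Of the 359 known miRNAs, 173 (48.2%) had a count in every library and 84 in exactly 1 library. Both groups had counts for 267 of them, 49 had counts in control cows only and 43 in tested cows only.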

The proportion of annotated small RNAs in the serum EVs of all samples is shown in Figure 3. There were many types of small RNAs, including miRNAs, tiRNAs, Cis-regulatory elements (Cis-reg), piRNAs, snRNAs, etc. The annotated known miRNAs accounted for about 80% of the small RNAs, while Cis-reg occupied about 10%. The other Rfam RNAs (such as piRNAs and ribozyme), tiRNAs, snRNAs and rRNAs, made up about 10% in total. The number of known miRNAs of each sample annotated by the *Bos taurus* database was listed in Table 3. The mean kind numbers of miRNAs in the control group and tested group were 244 and 246, respectively. 

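A known miRNA was taken as detected in a library at a count of at least 1. The 3 control libraries had 230, 263 and 240 detected miRNAs, and the 3 tested libraries had 258, 242 and 238. The means were 244.3 ± 16.9 (SD, n = 3) and 246 ± 10.6 (SD, n = 3), a difference of 1.67 that is smaller than the spread between cows (exact permutation test, p = 0.9). The order of the means depended on the minimum count. With at least 10 counts they were 202.7 ± 11.2 (SD, n = 3) in the control group and 192.7 ± 11.8 (SD, n = 3) in the tested group (exact permutation test, p = 0.5). In tested cow 1, the library with the fewest counts, 48 of the 258 miRNAs had a single count, against 13 to 21 in the other libraries. Without tested cow 1, the difference of the means was -4.33. It was -5.5 without control cow 1 and -0.5 without control cow 3, and stayed positive without control cow 2 (11), tested cow 2 (3.67) or tested cow 3 (5.67) and in libraries thinned to the same total (4.53).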

The known miRNAs length distribution of each sample was drawn into a line chart (Figure S1). Most identified miRNAs were distributed between 19–23 nt and the main length of miRNAs in all samples was 22 nt.

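The deposited table gives the length of each listed sequence, so the lengths here are those of the listed miRNAs weighted by their counts and not those of the reads themselves. Sequences of 19 to 23 nt held between 85.2% and 87.0% of the known miRNA counts of a library. Sequences of 22 nt held between 58.0% and 64.7%, those of 23 nt 13.6% to 17.1% and those of 24 nt 12.9% to 14.7%. The second most frequent length was 23 nt in 5 of the 6 libraries and 24 nt in tested cow 2, with 14.7% against 14.5% of 23 nt. Of the 359 known sequences, 329 were 19 to 23 nt long and 165 were 22 nt. The newly predicted miRNAs were shorter, with a median of 19 nt against 22 nt for the known ones.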

### 3.3. Immune-Related miRNAs Are Highly Expressed in Bovine Serum EVs

The top 20 miRNAs with the highest expression in the two groups are shown in Figure 4. Fifteen miRNAs from the top 20, accounting for about 80% of the totality, are immune-related, namely bta-miR-26a, bta-let-7b, bta-let-7a-5p, bta-miR-30a-5p, bta-miR-99a-5p, bta-miR-200c, bta-miR-30d, bta-miR-191, bta-let-7f, bta-miR-200a, bta-miR-423-5p, bta-miR-125b, bta-miR-141, bta-miR-92a and bta-miR-125a. 

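The 20 miRNAs of Fig. 4 held 86.4% ± 0.746 (SD, n = 3) of the known miRNA counts in the control group and 85.8% ± 1.11 (SD, n = 3) in the tested group (exact permutation test, p = 0.5). The 15 miRNAs listed as immune-related held 68.9% ± 2.02 (SD, n = 3) and 69.5% ± 2.77 (SD, n = 3) of the known miRNA counts (exact permutation test, p = 0.8), with a mean of 69.2% over the 6 libraries. The total that the share is taken of moved it most. Within the counts of the top 20 alone, the 15 miRNAs held 79.7% ± 2.03 (SD, n = 3) in the control group and 80.9% ± 2.25 (SD, n = 3) in the tested group. As a share of clean reads they were 10.3% ± 2.73 (SD, n = 3) and 7.63% ± 3.09 (SD, n = 3). The leading miRNA in every library was bta-miR-26a, with 15.0% ± 0.872 (SD, n = 3) and 16.1% ± 0.833 (SD, n = 3) of the known miRNA counts (exact permutation test, p = 0.2). Each of these shares of known miRNA counts rests on at least 1226928 counts per library.

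**Figure D1:**
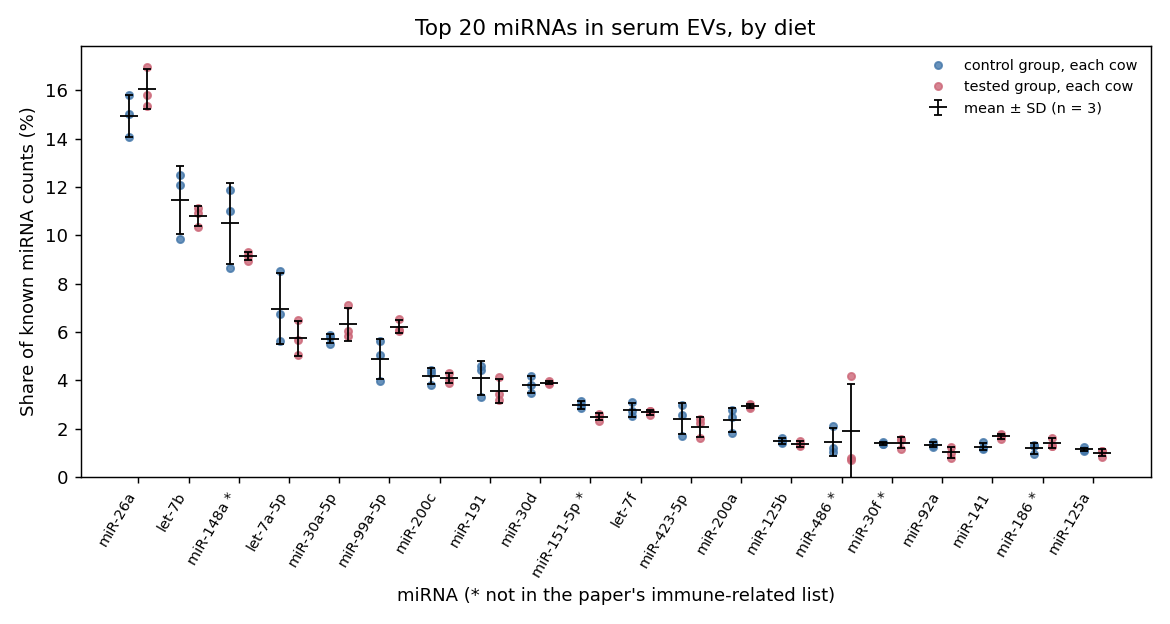
Share of the known miRNA counts (%) of each of the 20 miRNAs of Fig. 4, with a point for each cow and the mean and SD (n = 3) of the control group in blue and the tested group in red. The leading bta-miR-26a sits near 15.0% in the control group and 16.1% in the tested group, and bta-miR-486 has the widest spread in the tested group.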

In the control group, bta-let-7a-5p ranked fourth, but sixth in the tested group, while bta-miR-30a-5p and bta-miR-99a-5p ranked ahead of it. 

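Known miRNAs were ranked by the group mean of their share of the known miRNA counts of each library. By this measure bta-let-7a-5p held 6.97% ± 1.47 (SD, n = 3) in the control group, at rank 4, and 5.73% ± 0.732 (SD, n = 3) in the tested group, at rank 6 (exact permutation test, p = 0.3). In single cows its rank was 5, 4 and 4 in the control group and 6 in each tested cow. The share of bta-miR-30a-5p was 5.73% ± 0.200 (SD, n = 3) at rank 5 in the control group and 6.32% ± 0.679 (SD, n = 3) at rank 4 in the tested group (exact permutation test, p = 0.2). That of bta-miR-99a-5p was 4.89% ± 0.826 (SD, n = 3) at rank 6 and 6.22% ± 0.268 (SD, n = 3) at rank 5, and every tested cow was above every control cow (exact permutation test, p = 0.1).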

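The share of bta-miR-30f in the known miRNA counts was 1.39% ± 0.0542 (SD, n = 3) in the control group and 1.42% ± 0.233 (SD, n = 3) in the tested group (exact permutation test, p = 0.9), which put it at rank 16 in both. When the ranks were taken from the authors' deposited values, scaled to clean reads, bta-miR-30f was at rank 15 in the control group and at rank 18 in the tested group. The share of bta-miR-141 was 1.26% ± 0.158 (SD, n = 3) at rank 18 in the control group and 1.68% ± 0.104 (SD, n = 3) at rank 15 in the tested group, where the deposited values put it at rank 14. All 3 tested cows were above all 3 control cows for bta-miR-141 (exact permutation test, p = 0.1). Among the neighbours in this range, bta-miR-486 moved from rank 7 in tested cow 1 to ranks 23 and 27 in the other tested cows.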

The 15th bta-miR-30f of the control group decreased to the 18th position in the tested group, while the original 18th bta-miR-141 increased to the 14th position in the tested group. Although there were slight ranking changes in the expression of all miRNAs, the top 20 types of miRNAs were consistent between the two groups, and there were no significant differences in their expression.

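The 20 known miRNAs with the highest mean share were the same in both groups, 20 of 20, and were those of Fig. 4. Single libraries held between 18 and 20 of them among their own top 20. In the edgeR test none of the 20 passed the threshold of Fig. 5, and their log2 fold changes ran from -0.47 for bta-miR-92a to 0.37 for bta-miR-141. An unadjusted p below 0.05 was found for 4 of them, bta-miR-92a at 0.0287, bta-miR-151-5p and bta-miR-141 at 0.0346 and bta-miR-99a-5p at 0.0449. The smallest adjusted p was 0.448 over the 623 miRNAs, and 0.225 when adjusted over the list alone. Because the 20 were chosen for their abundance in these samples, the second value is not independent evidence. DESeq2 and limma also passed 0 of the 20, and the authors' deposited table has 0 of them with an unadjusted p below 0.05. The groups did not overlap for 2 of the 20 miRNAs in CPM scaled by TMM and for 4 of the 20 by share of the known counts, where chance gives 10%. Without tested cow 1, edgeR passed 1 of the 20, bta-miR-486, whose counts were high in that cow.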

### 3.4. Effects of Different Diets on the Expression of EV-miRNAs

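The likeness of the libraries was measured as the correlation across miRNAs of log2(CPM + 1). Here CPM is the counts-per-million value without TMM. For the 312 known miRNAs it is taken of the known miRNA counts of each library. For the other sets it is taken of all miRNA counts of the library. The correlation is taken across miRNAs, which are not independent replicates. Over 312 known miRNAs the mean correlation was 0.907 between cows of the same group, ranging from 0.902 to 0.910, and 0.910 between cows of different groups, ranging from 0.900 to 0.925. Of the 10 ways to divide the 6 cows into 3 and 3, 9 gave a difference as large as the diets did (exact permutation test, p = 0.9). Over the 29 miRNAs in the authors' deposited table of differently expressed miRNAs, the mean correlation was 0.779 within groups and 0.291 between groups (exact permutation test, p = 0.1). These 29 were chosen for their difference between the same 6 cows. Over the other 594 miRNAs, known and newly predicted, it was 0.855 within groups and 0.864 between groups, and all 10 divisions gave a difference as large (exact permutation test, p = 1).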

Cluster analysis was performed and the differently expressed miRNAs between the two groups were shown using a heat map (Figure 5). 

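Counts on newly predicted miRNAs made up 2.92% ± 0.317 (SD, n = 3) of all miRNA counts in the control group and 3.40% ± 1.05 (SD, n = 3) in the tested group. A control library held 230.3 ± 16.6 (SD, n = 3) of them and a tested library 258.3 ± 7.09 (SD, n = 3), with every tested cow above every control cow (exact permutation test, p = 0.1). Of the 311 tested with edgeR, 17 passed the threshold of Fig. 5, 11 of which rose in the tested group and 6 fell. A stricter filter on low counts, filterByExpr, moved this count as far as any setting with all cows, to 11. Over all 623 miRNAs, known and newly predicted, edgeR gave 29 an unadjusted p below 0.05, where chance alone gives 31.15. Of the 10 ways to divide the 6 cows into 3 and 3, 5 gave at least 17 newly predicted miRNAs past the threshold, the diets included. Of the 17, 13 are among the 22 newly predicted miRNAs in the authors' deposited table of differently expressed miRNAs, and the other 4 have no p-value in the authors' table. The smallest p belonged to novel229_mature, with a log2 fold change of 5.14 (standard error 0.850, adjusted p = 0.0267 from edgeR). In CPM scaled by TMM it had 113 ± 98.7 (SD, n = 3) in the control group and 3966 ± 4529 (SD, n = 3) in the tested group. The unadjusted p was 4.3e-05. It was higher in each of the 3 tested cows than in any control cow (exact permutation test, p = 0.1), and the only one of the 623 miRNAs with an adjusted p below 0.05. Without control cow 2 or control cow 3, its adjusted p was 0.0895 and 0.0733. For novel140_mature the log2 fold change was 7.14 (standard error 1.58, adjusted p = 0.185 from edgeR). Its counts were 4, 1 and 2 in the control cows and 9, 1017 and 57 in the tested cows, and without tested cow 2 it no longer passed. Among those that fell, novel201_mature had 133, 12 and 84 counts in the control cows and 0 in all tested cows (adjusted p = 0.342 from edgeR). Against a floor of 3 counts over the tested group, it was at least 72.0-fold lower. Its sequence lies inside that of novel305_mature, which is 1 nt longer and was chosen after its values were seen, and the counts of both together were 526 in the control group and 525 in the tested group. For novel34_mature, the log2 fold change of -0.59 was too small to pass (standard error 0.163, adjusted p = 0.448 from edgeR). Of all 347 newly predicted sequences, 227 (65.4%) were 18 or 19 nt long, against 3 of the 359 known ones.

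**Figure D2:**
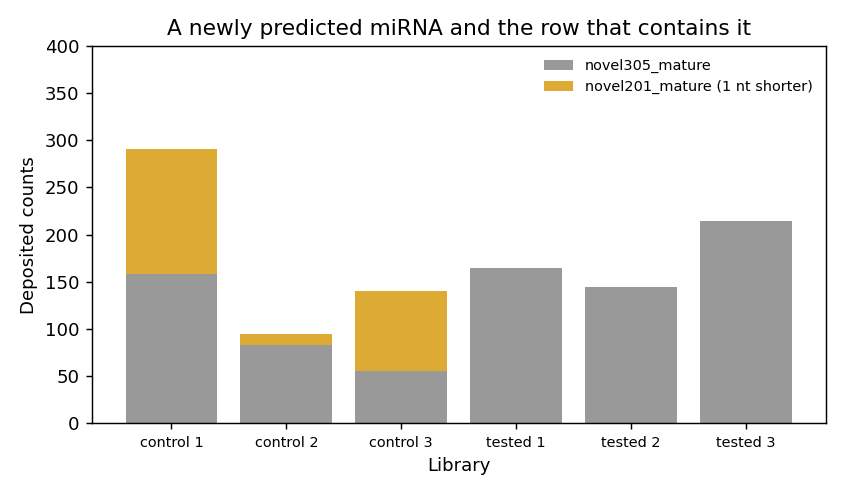
Deposited counts of novel201_mature (yellow) stacked on those of novel305_mature (grey) in each of the 6 libraries. The yellow part is present in the 3 control libraries and is 0 in the 3 tested libraries, while the stacks add up to 526 and 525 counts.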

Twenty-two novel miRNAs were differently expressed between the two groups. 

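Among the 312 known miRNAs tested, edgeR gave 3 past the threshold of Fig. 5, bta-miR-199a-3p, bta-miR-2285bc and bta-miR-2284y. An unadjusted p below 0.05 was found for 10 known miRNAs, where chance alone gives 15.6. In place of edgeR, DESeq2 passed 6 known miRNAs and limma 2. The groups did not overlap for 67 of the 623 miRNAs, known and newly predicted, which is 10.8% where chance gives 10%. For the 7 miRNAs of Table 4, values are in CPM scaled by TMM (mean ± SD, 3 cows per group). The unadjusted p is that of edgeR, and the standard error is derived from its F. The 22-nt bta-miR-199a-3p (ACAGTAGTCTGCACATTGGTTA) had 12.8 ± 8.00 CPM in the control group and 81.8 ± 81.9 CPM in the tested group, with a log2 fold change of 2.66 (standard error 1.10, unadjusted p of 0.0312, exact permutation test on CPM, p = 0.2). The 23-nt bta-miR-2285bc (AAAAACCTGAATGACCCTTTTGG) had 54, 25 and 25 counts in the control cows and 1 count in the tested cows, with a log2 fold change of -6.42 (standard error 2.42, unadjusted p of 0.0198, exact permutation test, p = 0.1). The 21-nt bta-miR-126-5p (CATTATTACTTTTGGTACGCG) had 10.5 ± 6.36 CPM and 57.1 ± 46.0 CPM, with a log2 fold change of 2.44 (standard error 1.26, unadjusted p of 0.0758, exact permutation test, p = 0.3). The 20-nt bta-miR-2288 (AGGTAGTAGGTGTGTGGTTT), which lies 2 edits from a stretch of the abundant bta-let-7b, had a log2 fold change of -5.16 (standard error 2.52, unadjusted p of 0.0616, exact permutation test, p = 0.2). For the 22-nt bta-miR-3613a (TGTTGTACTTTTTTTTTTGTTC) it was -5.50 (standard error 2.93, unadjusted p of 0.0836, exact permutation test, p = 0.4). For the 22-nt bta-miR-450b (TTTTGCAATATGTTCCTGAATA) it was 4.27 (standard error 2.43, unadjusted p of 0.102, exact permutation test, p = 0.1). The 23-nt bta-miR-500 (TAATCCTTGCTACCTGGGTGAGA) had 21.9 ± 9.62 CPM and 59.1 ± 12.8 CPM, with a log2 fold change of 1.43 (standard error 0.974, unadjusted p of 0.167, exact permutation test, p = 0.1). Every tested cow lay beyond every control cow for bta-miR-2285bc, bta-miR-450b and bta-miR-500. For bta-miR-450b, control cow 3 and tested cow 1 each had 3 counts, so only the scaling to library size parts the groups. The direction of all 7 stayed the same with each cow left out in turn, while the 2 that passed each lost their call without some of the cows, bta-miR-199a-3p without control cow 1, control cow 3 or tested cow 1, and bta-miR-2285bc without control cow 1, tested cow 1 or tested cow 2. By edgeR the adjusted p was 0.448 for 6 of the 7 and 0.580 for bta-miR-500, and adjusted over the list alone it ran from 0.109 to 0.167. The study chose the 7 on these same samples, so the second range is not independent evidence. The third known miRNA past the threshold, bta-miR-2284y, had 126 counts in tested cow 3 and 0 in every other cow and was chosen after its values were seen. Of the other known miRNAs, those with the smallest p had small changes, bta-miR-92a with -0.47, bta-miR-423-3p with -0.61, bta-miR-374a with 0.60, bta-miR-151-5p with -0.32 and bta-miR-141 with 0.37 on the log2 scale. From the miRNAs that differed between its groups, the paper concludes that the diets changed the expression of circulating EV-miRNAs, and it states that only several were affected because only a pair of feed ingredients was changed.

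**Figure D3:**
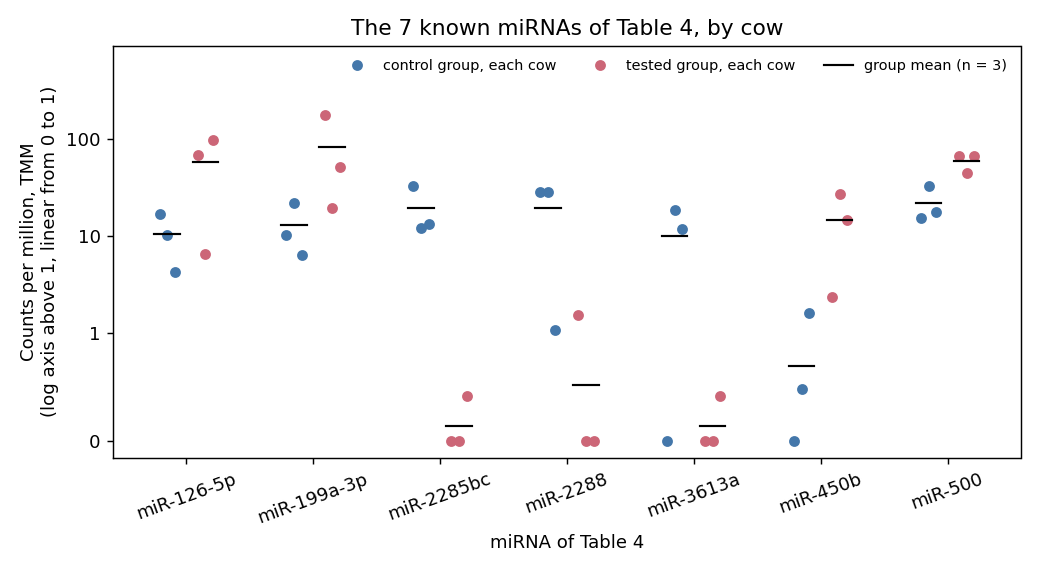
CPM (scaled by TMM) of the 7 miRNAs of Table 4, on an axis that is logarithmic above 1 and linear from 0 to 1, with a point for each control cow (blue) and tested cow (red) and a line at the mean of each group (n = 3). The points of the groups do not overlap for bta-miR-2285bc, bta-miR-450b and bta-miR-500. For bta-miR-450b the nearest points of the groups both stand for 3 counts.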

There were seven differently expressed known miRNAs between the two groups annotated by the *Bos taurus* miRNA database: bta-miR-126-5p, bta-miR-199a-3p, bta-miR-2285bc, bta-miR-2288, bta-miR-3613a, bta-miR-450b, and bta-miR-500 (Table 4). Among them, bta-miR-2285bc, bta-miR-2288 and bta-miR-3613a were specific in the control group, while bta-miR-450b was specific in the tested group.

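At a count of at least 1, bta-miR-2285bc was detected in all 3 control cows and in tested cow 3, with 1 count. The ratio of control to tested was 98.0, with a 95% counting interval of 17.2 to 3909. For bta-miR-2288 the counts were 47, 58 and 2 in the control cows and 2, 0 and 0 in the tested cows, a ratio of 50.4 (13.6 to 422). For bta-miR-3613a they were 0, 38 and 22 in the control cows and 0, 0 and 1 in the tested cows, a ratio of 56.6 (9.77 to 2271). For bta-miR-450b they were 0, 1 and 3 in the control cows and 3, 50 and 35 in the tested cows, a ratio of tested to control of 23.3 (8.80 to 87.5). These intervals are exact binomial (Clopper-Pearson) on the summed counts scaled by library size. They cover counting error only, since reads copied by PCR are not independent molecules, and the spread between cows is wider. Over the 4 miRNAs, 5 of the 12 libraries of the other group had at least 1 count and 0 had at least 5. In the group named as their own, 11 of 12 libraries had at least 1 count and 9 had at least 5. Between 1277693 and 2176002 counts were made per library, so a count of 0 leaves open a low level that was not detectable at this depth.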

The target genes of differently expressed known miRNAs in bovine EVs were predicted. The GO enrichments of the potential target genes in three categories (biological process, cellular component and molecular function) are revealed in Figure 6. Biological processes, including histone H acetylation, the regulation of signal transduction by p53 class mediator, T-helper 17 cell lineage commitment, the positive regulation of natural killer cell-mediated cytotoxicity, the positive regulation of interleukin-17 production, the positive regulation of interferon-gamma production, and the regulation of (innate) immune response were potentially affected by the change in diet. The molecular functions of target genes were related to metal ion binding, cell adhesion molecule binding, beta-catenin binding, heparin binding, protein-containing complex binding, chondroitin sulfate proteoglycan binding, DNA binding, DNA-binding transcription factor activity (RNA polymerase II-specific), transcription coregulator activity, and protein tyrosine phosphatase activity. Cytosol and biological membranes, such as nucleoplasm, the plasma membrane, extracellular exosome and the nuclear membrane were the cellular locations of differently expressed miRNAs target genes. The pathway analysis of the target genes of differentially expressed miRNAs was conducted using the KEGG database, and a hypergeometric distribution test was used to calculate the significance of the enrichment of target genes in each pathway entry (Figure 7). Adherens junctions, cell adhesion molecules (CAMs), the thyroid hormone signaling pathway, the insulin signaling pathway, and protein digestion and absorption were the related pathways of the target genes induced by changed EV miRNAs.

## 4. Discussion

The forage-concentrate ratio is traditionally emphasized as a starting point for formulating dairy cattle rations. However, this metric is imprecise when applied to nonforage fiber sources (NFFS), which are high in fiber (like forages) but rapidly passed from the rumen (like concentrates) [13]. NFFS include wheat bran, soybean hull, rice husk, whole cotton seed, and other particular fractions of plants, most often derived from wheat, soybean, rice, corn, oats, or barley [15]. The high-fiber byproducts of the crops are disposable and of little value in most cases. The increase in land use, tighter supplies of food and higher prices of cereal grain result in dramatically higher costs of cattle feeding. In this case, the judicious utilization of NFFS provides a practical strategy for nutritionists to incorporate the feedstuffs into the diets of cattle [13]. It was estimated that the replacement of about 30% of the dry matter grain with soybean hull has no negative effects, either on the fermentation or on the digestion of nutrients, nor on the performance of dairy cows [16]. Ipharraguerre et al. found that the replacement of corn with varying amounts of soyhulls caused a decrease in dry matter intake, but an increase in the milk fat concentration of dairy cattle, with few effects on other production parameters [17]. In this study, we partly replaced alfalfa hay and corn silage with whole cotton seed and soybean hull to reduce the breeding costs and maintain the production of dairy cattle. Besides the favorable price and high availability of soybean hull and whole cotton seed, the latter, as a potentially valuable protein and energy dietary supplement for dairy cows, had high protein, fiber, and oil contents [18]. We found that the reasonable substitution of high-quality feed by high-fiber byproduct feed did not compromise the health and productivity of cattle, whilst sharply reducing feeding costs at the same time (unpublished).

Functioning as fuel and co-factors, micro- and macronutrients, viewed as ’dietary signatures’, can regulate gene and protein expression in the body and, accordingly, influence homeostasis. Emerging genomics tools—such as transcriptomics, proteomics and metabolomics—allow people to identify the regulatory pathways through which these dietary signatures influence homeostasis, being the foundation of nutrigenomics [19]. The outputs of ruminant nutrigenomics studies could help improve the performance of high-yielding dairy cows and modify milk quality for the growing demand for “healthy” food [20]. Toral et al. discussed the specific impact of nutrigenomics on the ruminant physiological processes of milk lipid synthesis [21]. They suggested that a methionine-deficient diet could up-regulate 3% and down-regulate 1% of known miRNAs in mice livers, with miR-182, miR-183, miR-199a-3p, miR-705 and miR-1224 up-regulated, while miR-130a and miR-30c were down-regulated [22]. The ingestion of essential amino acids could increase the expression of miR-499, miR-208b, and miR-23a in human skeletal muscle [23]. High glucose increased the expression of miR-21, which could regulate Akt/TORC1 activity and diabetic kidney disease [24]. N-3 polyunsaturated fatty acids modulated the expression of let-7d, miR-15b, miR-107, miR-191 and miR-324-5p in rat colons [25]. In conclusion, dietary adjustment, including inducing changed intakes of nutrients such as amino acids, fatty acids, carbohydrates, vitamins, and phytochemicals, led to different miRNA expression profiles in various tissues and organs [13]. 

The cardiovascular system is the first formative organ in vertebrate embryo and other organs start to develop adjacent to it, interacting with the preexisting vessels and receiving vascular signals [26]. Therefore, blood is suggested, from the early stage of life development, as the mutual link among different tissues, and lays the foundation of homeostasis. Most, if not all, cell types from different organs can release EVs that then enter into the bio fluids, especially blood [27]. Blood EVs are enriched in miRNAs, with special attributes of their parent cell, or the derived origin, and therefore serve as biomarkers of many diseases [28]. At present, studies on cattle blood EV-miRNAs—which might act as promising early diagnostic biomarkers to improve the health issues in cows, such as mastitis, acidosis, metritis, as well as welfare issues—are very rare [11]. This study showed about 245 miRNAs expressed in bovine serum EVs by RNA sequencing. Similarly, Zhao et al. found that there were about 260 miRNAs in bovine serum EVs using the same method [11]. Moreover, bta-miR-148a, bta-miR-30d, bta-miR-191, bta-miR-423-5p, bta-miR-486, bta-miR-186 and bta-miR-92a were highly expressed in both studies, implying their possible function in the growth and development of cattle. As was predicted in our hypothesis, different diets did change the expression of bovine circulating EV-miRNAs. But the seven differently expressed miRNAs (bta-miR-126-5p, bta-miR-199a-3p, bta-miR-2285bc, bta-miR-2288, bta-miR-3613a, bta-miR-450b, and bta-miR-500) between the two groups were low-expressed on the whole, ranking below 100. 

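Ranked among the known miRNAs by the mean share of known miRNA counts over the 6 libraries, bta-miR-199a-3p was at 133, bta-miR-500 at 135, bta-miR-126-5p at 141, bta-miR-2288 at 181, bta-miR-2285bc at 182, bta-miR-450b at 194 and bta-miR-3613a at 221. The highest of these shares was 0.00499% of the known miRNA counts, that of bta-miR-199a-3p. In a single library, bta-miR-199a-3p reached rank 96 in tested cow 1 and bta-miR-126-5p rank 104 in tested cow 3. With the newly predicted miRNAs ranked together with the known ones, the first of the 7 was at 191.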

To date, there is no information about the target genes of bta-miR-126-5p, bta-miR-2285bc, bta-miR-3613a and bta-miR-450b. The pathway analysis of the target genes of the differentially expressed miRNAs referred to thyroid hormone signaling pathways, insulin signaling pathways, and protein digestion and absorption, indicating that dietary change might lead to different nutrient metabolism and regulate homeostasis.

To date, little was known about the specific destination of the EV-miRNAs in the circulatory system. But we did know most miRNAs were evolutionarily conserved [29]. Therefore, function studies from other species on highly conserved miRNAs might also be applied to cattle. Most highly expressed miRNAs in the serum EVs of this study were immune-related, as reported in bovine or other mammals before. The let-7a-5p and miR-423-5p, highly expressed in this study, were differently expressed in *Mycobacterium bovis* infected cows, suggesting their role in tuning the complex interplay between pathogens and the host immune response [30]. The highly expressed miR-191 in this study was a key regulator of naive, memory, and regulatory T cells, and thereby helped maintain the lymphocyte reservoir, which was necessary to mount productive immune responses [31]. Similarly, miR-30d could control glycosylation by targeting N-acetylgalactosamine transferases, resulting in increased tumor invasion and immune-suppression [32]. The overexpression of miR-125b-5 or miR-99a-5p could promote human γδ T cell apoptosis and inhibit γδ T cell activation, intervening in rapid response to infections as important components of innate immunity [33]. All the findings supported the theory that immune function might be one of the destinations for peripheral blood EV-miRNAs.

## 5. Conclusions

Diets do have some effects on ruminant serum EV-miRNA profiling. Although only several miRNAs were affected in our experiment, for we only changed two feed ingredients, we might safely assume that if the body ingested a completely different diet, there would be more differences. It is of great possibility that people will implement effective dietary strategies to intervene in the physiological state of an animals. It is worth noting that people should get the whole picture of patients and unhealthy animals, especially their dietary status, before taking specific miRNAs as biomarkers. 

## Figures and Tables

**Figure 1:**
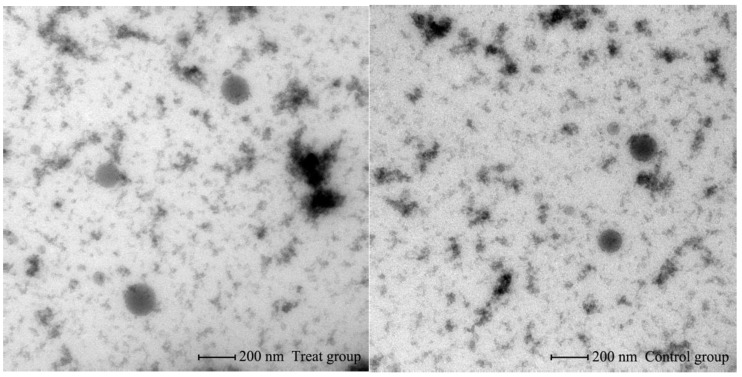
Identification of serum-derived extracellular vesicles (EVs) in Transmission Electron Microscope (TEM).

**Figure 2:**
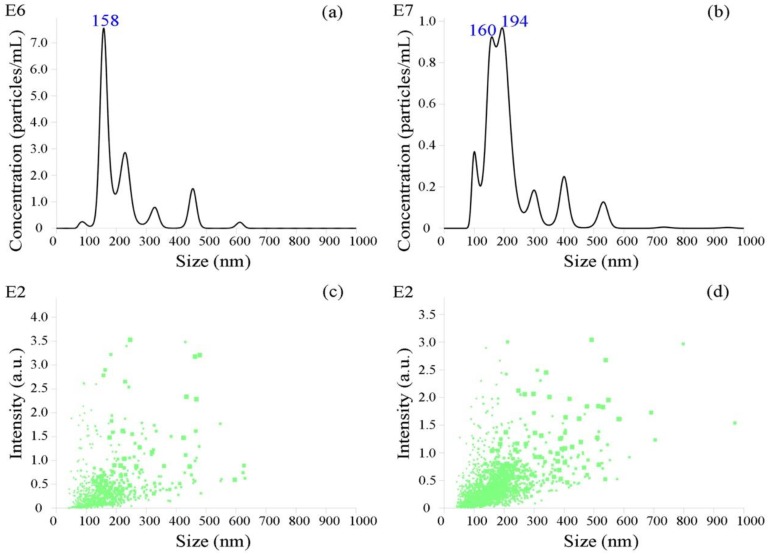
Particle size distribution. (**a**) The concentration of extracellular vesicle (EV)-particles in the control group. (**b**) The concentration of EV-particles in the tested group. (**c**) The intensity of EV-particles in the control group. (**d**) The intensity of EV-particles in the tested group. a.u. means the intensity of the light signal: Arbitrary Unit.

**Figure 3:**
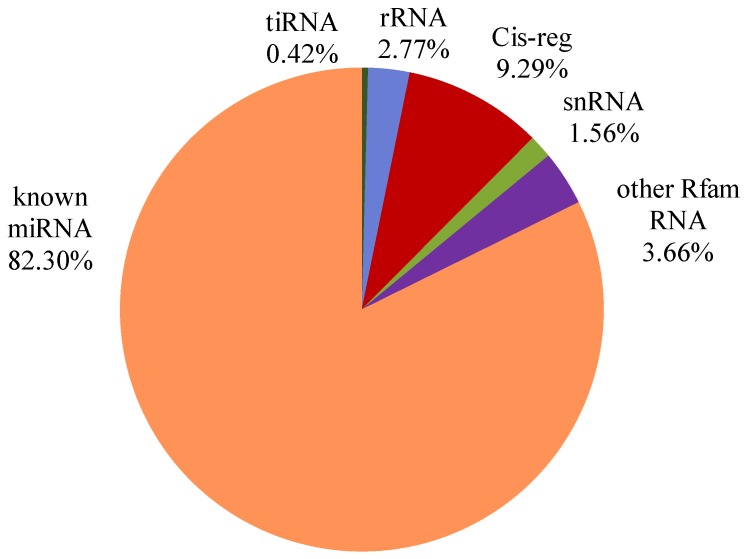
The proportion of annotated small RNA in serum EVs.

**Figure 4:**
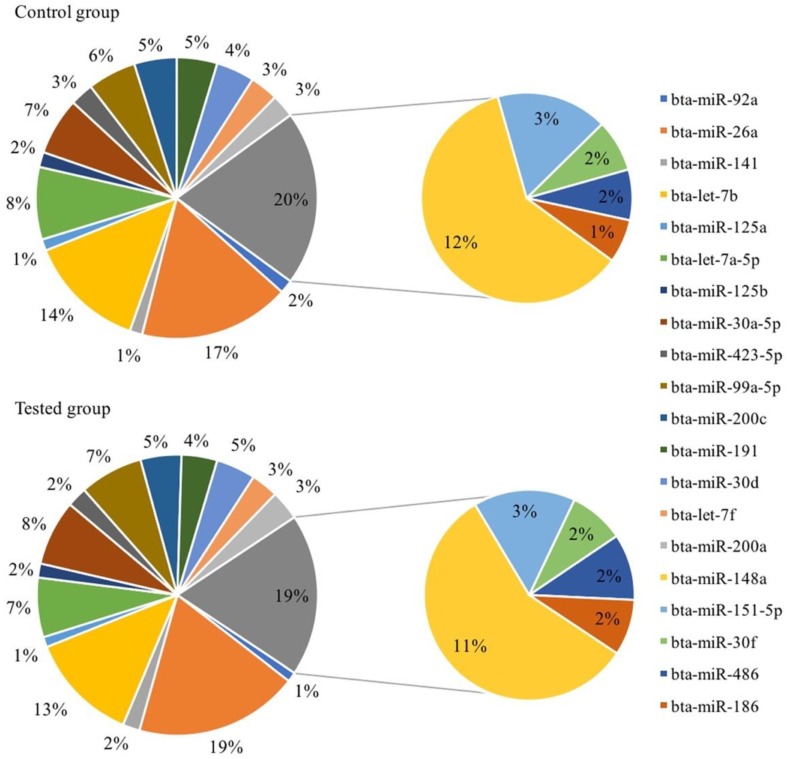
The top 20 highly abundant miRNAs of all samples. The miRNAs in the bigger circle are immune-related, and immune-independent miRNAs are in the smaller circle.

**Figure 5:**
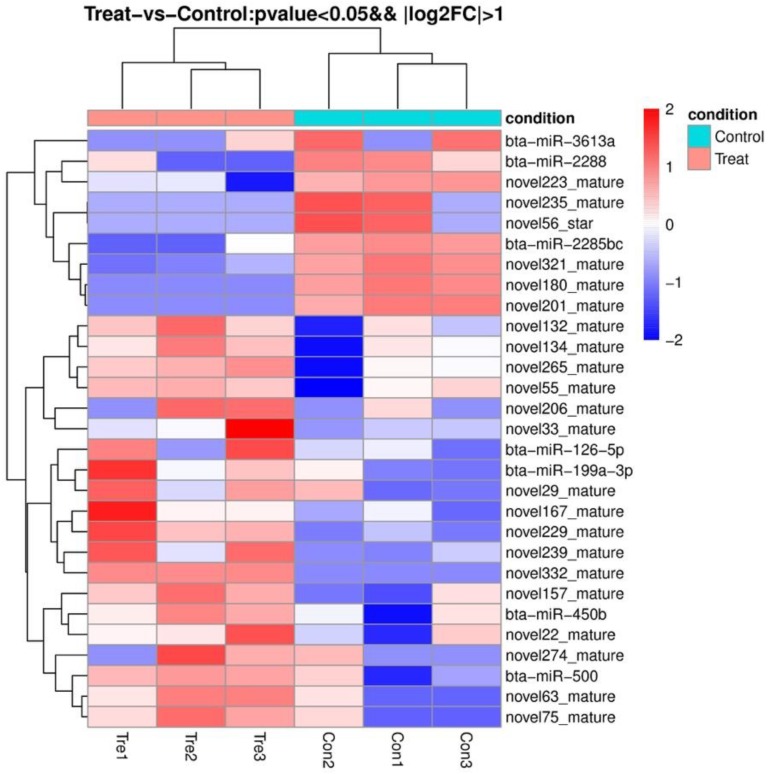
Heat map of differently expressed miRNAs annotated with *Bos taurus* between two groups.

**Figure 6:**
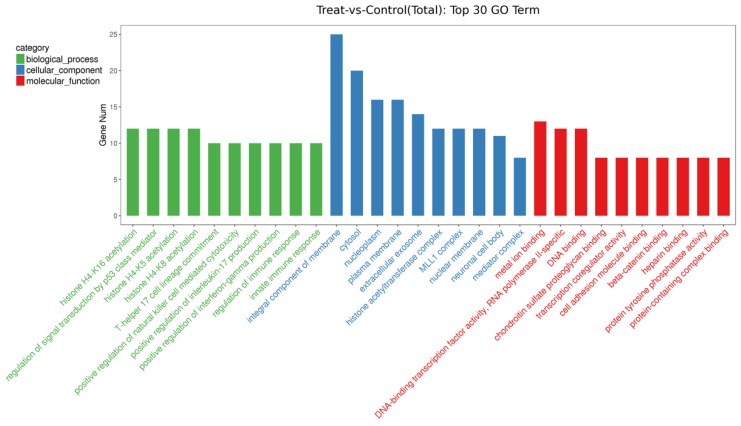
Gene ontology (GO) enrichment of the top 10 target genes of differently expressed known miRNA in three categories. The target genes of differently expressed known miRNAs were classified in terms of biological process (the green columns), cellular components (the blue columns), and molecular function (the red columns), arranged from large to small, respectively.

**Figure 7:**
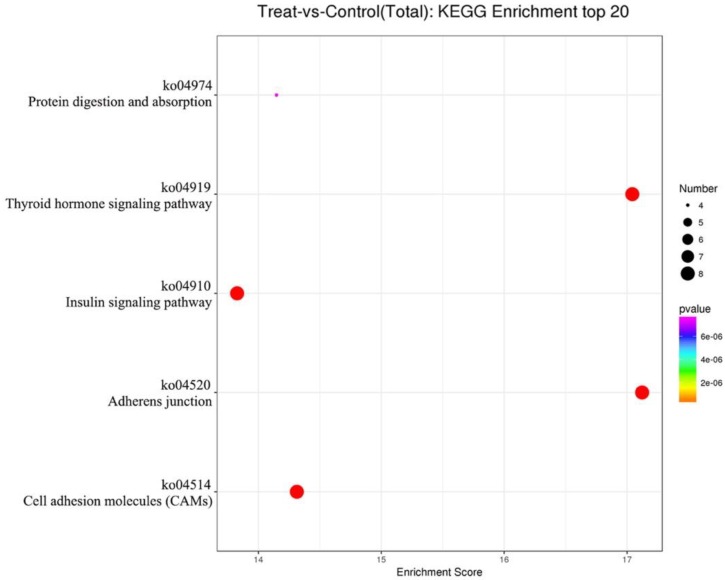
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of the target genes of differently expressed known miRNAs.

**Table 1:** The Total Mixed Ration (TMR) formula of the control group and the tested group.

Items	Experiment Diet	
	Control Group	Tested Group
Ingredient, % of DM		
Alfalfa hay	18.67	9.70
Corn silage	27.39	24.88
Steam-flaked corn	23.20	24.25
Soybean meal	8.22	8.21
Cottonseed meal	9.54	9.54
Beet pulp	5.68	5.68
Distillers dried grains with solubles	3.78	3.77
Whole cotton seed	—	5.72
Soybean hull	—	4.73
Bergagat T300	1.04	1.04
Premix	1.86	1.84
Chemical composition, % of DM		
CP	16.02	16.34
EE	4.20	5.18
RDP(%CP)	58.61	56.64
NDF	31.01	31.84
f NDF	20.92	15.67
peNDF	11.61	11.63
ADF	21.78	22.23
NFC	40.48	38.92
Starch	25.35	25.49
NEL, Mcal/kg	1.61	1.62

**Table 2:** The RNA concentration and miRNAs content (%) of EVs in serum.

Items	Concentration (pg/ μL)	miRNAs Content (%)
Control 1	759.7	76
Control 2	3045.6	75
Control 3	301.1	62
Tested 1	950.8	72
Tested 2	505.0	61
Tested 3	358.8	52

**Table 3:** The number of known miRNAs from *Bos taurus* of all samples.

Item	Control Group			Tested Group		
	Control 1	Control 2	Control 3	Tested 1	Tested 2	Tested 3
Number	230	263	240	258	242	238
Mean	244			246		

**Table 4:** The changes of seven differently expressed known miRNAs in serum EVs.

miRNA-ID	Base Mean	Fold Change	*p*-Value
bta-miR-126-5p	55.80	5.01	0.03
bta-miR-199a-3p	80.07	5.94	0.01
bta-miR-2285bc	17.35	0.01	0.00
bta-miR-2288	17.49	0.02	0.01
bta-miR-3613a	9.23	0.02	0.04
bta-miR-450b	13.45	20.10	0.02
bta-miR-500	69.45	2.52	0.05

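The authors' deposited table gives base means of 55.8 for bta-miR-126-5p, 80.1 for bta-miR-199a-3p, 17.4 for bta-miR-2285bc, 17.5 for bta-miR-2288, 9.23 for bta-miR-3613a, 13.4 for bta-miR-450b and 69.5 for bta-miR-500. They are means over the 6 libraries of counts divided by a size factor per library. The column names of that table are those of DESeq2. A DESeq2 fit with default settings on all 706 miRNAs, chosen after seeing the data, gave log2 fold changes that differed from the authors' by at most 0.0011. Among its p-values, 12 were missing, and the same 12 are missing in the authors' deposited table. In the authors' deposited table the adjusted p of the 7 miRNAs is 0.0300 for bta-miR-2285bc and between 0.425 and 0.822 for the other 6.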

Base Mean: The standard read counts of all samples.

## Data Availability

The small RNA sequencing data in this study have been deposited in the NCBI Gene Expression Omnibus [GEO: GSE136806]. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE136806).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2615/9/12/1137/s1, Figure S1, The length distribution of known miRNAs.

## Abbreviations

miRNA	microRNA
EV	Extracellular Vesicle
TEM	Transmission Electron Microscope
GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes
CAM	Cell Adhesion Molecule
NTA	Nanoparticle Tracking Analysis
TMR	Total Mixed Ration

How the deposited data were processed for this re-analysis (not part of the article)

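Small RNAs of serum EVs from 6 Holstein cows, 3 in the control group and 3 in the tested group, were sequenced from blood taken on day 30. The authors kept reads of 15 to 41 nt after removing primers and low-quality reads, filtered them with the FASTX and NGS QC toolkits, matched them to the bovine reference genome, removed other RNA classes with BLAST and Rfam, identified known miRNAs with miRBase and predicted further miRNAs with miRDeep2. The authors deposited a table of counts, which are whole numbers without normalization. The text does not name the counting tool, and the reads themselves were not used here.

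The table that the authors deposited under the label TPM holds RPM values scaled to the clean reads of the library, since every value equals the deposited count divided by one number per library. In the same table the authors deposited a base mean, a signal that averages normalized counts over the 6 libraries. Also deposited are the authors' log2 fold change with its standard error, the linear ratio (fold change) of tested over control, the score of their test, and their p-value with its adjusted p-value. The paper's text names no test for differential expression. The remaining deposited table lists the 29 miRNAs that the authors called. The deposited lengths are those of the listed sequences. The paper places the cows in 6 chambers and the deposited sample descriptions speak of 12, which no value used here depends on. No library was left out.

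The main comparison used R 4.3.3 with edgeR 4.0.16 (TMM factors, estimateDisp, glmQLFit and glmQLFTest at their defaults) on the 623 miRNAs whose counts summed to at least 10 over the 6 libraries, known and newly predicted in one fit. The threshold was that of Fig. 5, an unadjusted p below 0.05 with an absolute log2 fold change above 1, and p-values were also adjusted by the method of Benjamini and Hochberg. Shares, ranks and detected miRNAs were computed per library with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 and compared by two-sided exact permutation tests. Plots were drawn with Matplotlib 3.10.9. Between 1277693 and 2176002 counts per library lay behind these values, and counting error matters most for miRNAs with few counts. Fold changes against a group with no count were given as lower bounds against 3 counts over the group, and ratios with few counts have a 95% exact binomial interval.

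The alternatives set before the data were examined were the Wald test of DESeq2 1.42.0, limma 3.58.1 on log2(CPM + 1), RLE factors, library sizes without factors, no filter, filterByExpr, known miRNAs only, robust empirical Bayes estimation, the replicate number as a block, a prior count of 1, and each library left out in turn. For detection they were minimum counts of 2, 5 and 10 and libraries thinned to 1226928 known miRNA counts (mean of 100 draws). For shares and ranks they were other totals, pooled counts and the deposited RPM values. After the data were seen, DESeq2 on all 706 miRNAs, a merging of miRNAs whose listed sequence lies wholly inside another, and both together were added. The edgeR and DESeq2 fits were repeated for the 10 ways to divide the libraries into 3 and 3. Each tool was tested on simulated data, counts drawn with the means, library sizes and spread of these libraries, with 200 miRNAs changed in each of 5 draws.

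The miRNAs named are the 7 of Table 4, the 20 of Fig. 4, the relatives and neighbours of the 7, the 5 known miRNAs outside the 7 with the smallest p, at most 2 newly predicted miRNAs that rose and 2 that fell, and the members of 6 marker lists. This rule was written when the tables and figures of the paper had been read and no count had been seen. The few miRNAs outside it are marked as chosen after their values were seen. The 6 marker lists, for epithelium, liver, muscle, platelets and blood vessels, red blood cells and white blood cells, hold 36 miRNAs and were tested with fry and camera of limma. Neighbouring miRNAs were those within 10 kb of each other in assembly ARS-UCD2.0, which is not the assembly the authors matched reads to. All 7 miRNAs of Table 4 and 355 of the known miRNAs matched a gene name there. The electron microscopy, particle sizes, RNA concentrations, shares of other RNA classes, target genes and their enrichments are not in the tables used here and were left out.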

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

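The tests of whether a single cow decides a result, of other divisions of the cows and of summed sequences were chosen only after the result was seen, while the fits with each cow left out were planned.

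A signal was found in newly predicted miRNAs and in known ones that the paper's text does not discuss. The first is novel229_mature, with a mean of 3966 CPM in the tested group against 113 CPM in the control group. Its counts were 374, 120 and 100 in the control cows and 11775, 1720 and 4272 in the tested cows, so it was higher in 3 of 3 tested cows. One cow as the whole cause is argued against by the fit without tested cow 1, which has the most counts. The log2 fold change there was 3.60 and its adjusted p by edgeR 0.000949. Over all alternatives the adjusted p of novel229_mature ran from 2.26e-37 with the replicate number as a block to 0.397 with robust estimation. It was also above 0.05 with filterByExpr (0.196), with library sizes alone (0.0688), without control cow 2 (0.0895) and without control cow 3 (0.0733). Chance cannot be excluded by dividing the cows otherwise, since 2 of the 10 divisions, the diets included, gave at least 1 miRNA with an adjusted p below 0.05 and 10 divisions are too few to go below a share of 0.1. The sequence has 18 nt and the reads were not used here, so an RNA of another class or a fragment remains open. A change with the diet, and any difference between the cows that is not the diet, remain open and were not tested apart.

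The second is novel140_mature, with a mean of 194 CPM in the tested group and 1.33 CPM in the control group. Tested cow 2 held 1017 of its counts. Without that cow the log2 fold change was 3.49 with an unadjusted p of 0.187 by edgeR, in the same direction and no longer past the threshold. Whether a single cow accounts for it cannot be told apart from a change with the diet, because 9 and 57 counts in the other tested cows still lie above the 4, 1 and 2 counts of the control cows and the fit has only 5 libraries left. Over its alternatives set in advance, apart from cows left out, its unadjusted p ran from 4.42e-05 to 0.0131 by edgeR and limma. DESeq2 gave it no p-value, and the authors' deposited table has none for it.

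The third is bta-miR-2284y, which was chosen after its values were seen, with a mean of 17.7 CPM in the tested group and no count in the control group. Tested cow 3 held 100% of its counts, 126, which is consistent with 1 library deciding the call. Summed over the tested group it was at least 44.5-fold higher than the floor of 3 counts in the control group, and without tested cow 3 there is no count left to test. Without control cow 2 or control cow 3 its unadjusted p by edgeR was 0.0821 and 0.0704, no longer past the threshold. Its sequence wholly holds that of bta-miR-2285av, also chosen after its values were seen, which had 10 counts in control cow 1 and 42 in tested cow 2. The sum of both had an unadjusted p of 0.149 by edgeR. DESeq2 gave it no p-value, and the authors' table has none for it. A biological source in that cow was not tested.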

How the results depend on the processing

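The fit of DESeq2 on all miRNAs, the merging of contained sequences, both together, and the count of other divisions of the cows were chosen only after the result was seen.

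The edgeR fit passed 20 miRNAs, 13 up and 7 down. By DESeq2 it was 26 and by limma 15, and 15 and 12 of these were among the 20. Across RLE factors, library sizes without factors, no filter, robust estimation and a prior count of 1 it was 19 to 21. The count fell to 13 with filterByExpr and to 6 with the known miRNAs only, where fewer miRNAs were tested, and to 12 with the replicate number as a block. With each cow left out it ran from 17 to 23. The share that rose was 65% and went to 91.3% without control cow 1 and 42.1% without control cow 3.

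Of known miRNAs 3 passed. It was 6 by DESeq2, 6 with the known miRNAs alone, 1 with the block (bta-miR-339b, chosen after its values were seen), 7 with DESeq2 on all miRNAs and 8 with contained sequences merged as well. With cows left out it ran from 2 to 6, with 6 without tested cow 2, 5 without tested cow 3, 2 without control cow 1 and 2 without control cow 2. Of newly predicted miRNAs 17 passed, 11 with filterByExpr, 11 with the block and 13 to 21 with cows left out. The replicate number does not pair the cows, which were 6 different animals, so the block spends degrees of freedom on a pairing that the design does not have. What changed these counts between tests and with the block was not examined further, and the cause was not tested.

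With an adjusted p below 0.05 there was 1 miRNA, novel229_mature. There were 7 by DESeq2, 2 with no filter, 3 with the block, and 0 with library sizes alone, with filterByExpr, with known miRNAs only or with robust estimation. With DESeq2 on all miRNAs there were 7, and 5 with contained sequences merged as well. The cause was not tested. With cows left out it ran from 0 to 4, with 4 without control cow 1, 3 without tested cow 1, 2 without tested cow 3, and 0 without control cow 2 or control cow 3. In the edgeR fits with 0, between 14 and 29 miRNAs had an unadjusted p below 0.05.

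Of the 7 miRNAs of Table 4, edgeR passed 2. By DESeq2 it was 6, by limma 1, with the block 0, and 7 with DESeq2 on all miRNAs, with or without merging. With cows left out it ran from 0 (without control cow 1) to 2, with 1 without tested cow 1. The cause was not tested. All 7 kept their direction under every alternative that tested them, and filterByExpr tested 4 of them. With cows left out the log2 fold change ran from 1.84 to 2.96 for bta-miR-126-5p, 1.46 to 3.31 for bta-miR-199a-3p, -8.08 to -5.84 for bta-miR-2285bc, -8.24 to -4.56 for bta-miR-2288, -7.14 to -4.79 for bta-miR-3613a, 3.49 to 5.55 for bta-miR-450b and 1.22 to 1.84 for bta-miR-500. The call of bta-miR-199a-3p was lost by limma (unadjusted p of 0.0508) and, by edgeR, with the block (0.121), and without control cow 1 (0.0551), control cow 3 (0.0874) or tested cow 1 (0.379). That of bta-miR-2285bc was lost with the block (unadjusted p of 0.0585) and without control cow 1 (0.0889), tested cow 1 (0.0565) or tested cow 2 (0.0502). Gained by edgeR were bta-miR-126-5p without tested cow 2 (unadjusted p of 0.0290) and with known miRNAs only (0.0429), and bta-miR-2288 without control cow 3 (0.0420) or tested cow 1 (0.0295). Of novel229_mature, novel140_mature, novel201_mature and novel34_mature, novel140_mature lost its call without tested cow 2 and had no p-value by DESeq2. The others of these kept their side of the threshold where they could be tested. None of the top 20 passed under any alternative with all 6 cows, by edgeR, DESeq2 or limma, and in the main comparison edgeR gave 4 of them an unadjusted p below 0.05. With cows left out it was 0 to 1, with bta-miR-486 without tested cow 1.

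The difference in detected known miRNAs, tested minus control, was 1.67 and changed sign with at least 2 counts (-4.33), 5 counts (-7.67) or 10 counts (-10). It stayed positive in libraries thinned to the same total (4.53). With cows left out it ran from -5.5 to 11, and was below 0 without control cow 1 (-5.5), control cow 3 (-0.5) or tested cow 1 (-4.33). The smallest exact permutation p was 0.4, so neither sign is beyond the spread of the cows, and the cause was not tested.

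The share of the top 20 was 86.1% of the known counts and 83.4% of all counts, where the total is larger by construction, and ran from 85.9% to 86.4% with cows left out. That of the 15 immune-related miRNAs was 69.2%, and 80.3% of the top 20 counts, a smaller total, with 68.6% to 69.7% when cows were left out. The groups shared 20 of their top 20 by mean share, pooled counts or RPM, and 18 to 20 with cows left out. The first of the Table 4 miRNAs ranked 133, or 191 among all miRNAs, where more are ranked, and 126 to 139 with cows left out. Of 12 libraries 5 had a count of a miRNA of the other group, and 0 at a minimum of 5 counts.

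Other divisions of the 6 cows into 3 and 3 show whether chance can be excluded. By edgeR, 9 of 10 divisions, the diets included, gave at least 20 miRNAs past the threshold, 10 at least 3 known miRNAs, 5 at least 17 newly predicted ones and 2 at least 1 with an adjusted p below 0.05. With DESeq2 on all miRNAs the diets gave 29, 7, 22 and 7, and 10, 10, 4 and 2 of the 10 divisions gave as many. For known miRNAs, the other 9 divisions gave 5 to 16 by edgeR and 13 to 26 by DESeq2, all above the diets. So for known miRNAs the diets gave fewer calls than any other division did. For all miRNAs, the other divisions gave 17 to 33 calls by edgeR and 29 to 47 by DESeq2. The 20 and 29 calls of the diets lay within these ranges. For the newly predicted miRNAs and the adjusted p-values chance cannot be excluded, and 10 divisions can in no case give a share below 0.1.

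What depth alone limits was not tested. In simulated counts of 3 libraries against 3, edgeR passed 33.0% of miRNAs changed 4-fold by the threshold of Fig. 5 and 11.8% by an adjusted p below 0.05. For 16-fold changes it passed 61.1% and 43.8%.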

Differences from the paper's values

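The paper gives 1537256 as the total of reads matched to miRBase. The deposited counts of known miRNAs sum to 10731042 over the 6 libraries, and 1537256 is the sum in control cow 1 alone. No alternative set before the data were examined bears on this total.

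The paper's number of differently expressed known miRNAs is 7, and the edgeR fit gave 3. Of the alternatives set before the data were examined, the Wald test of DESeq2 (6), the known miRNAs alone (6), and the fits without tested cow 2 (6) and without tested cow 3 (5) come within 1.5 times the paper's value. For all but DESeq2 only the number does so, since 3 of the 6, 2 of the 6 and 2 of the 5 are among the paper's 7, against 6 of 6 by DESeq2 and 2 of the 3 in the edgeR fit. Limma (2), RLE factors (3), library sizes alone (3), no filter (4), filterByExpr (2), robust estimation (4), the replicate block (1), and the fits without control cow 1 (2), control cow 2 (2), control cow 3 (3) and tested cow 1 (4) do not. DESeq2 on all 706 miRNAs, chosen after seeing the values, gave 7 known miRNAs and 29 in all, and drops 0 of the paper's 29. With contained sequences merged before that fit, also chosen after seeing the values, 8 known miRNAs passed, and 2 of the paper's 29 were dropped.

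The paper's p-values in Table 4 are smaller than those from edgeR for all 7. The paper's p is 0.03 for bta-miR-126-5p against 0.0758 here, 0.01 for bta-miR-199a-3p against 0.0312, 0.00 for bta-miR-2285bc against 0.0198, and 0.01 for bta-miR-2288 against 0.0616. It is 0.04 for bta-miR-3613a against 0.0836, 0.02 for bta-miR-450b against 0.102 and 0.05 for bta-miR-500 against 0.167. Of the alternatives set before the data were examined, the DESeq2 Wald test falls within 1.5 times the paper's value for 6 of the 7. For bta-miR-2285bc it gave 0.00050, which no ratio compares with a printed 0.00. The known miRNAs alone do so for 2, bta-miR-126-5p (0.0429) and bta-miR-199a-3p (0.0108), and the fit without tested cow 2 for 1, bta-miR-126-5p (0.0290). Limma, RLE factors, library sizes alone, no filter, filterByExpr (which tested 4 of the 7), robust estimation, the block, a prior count of 1 and the fits without another cow do so for 0 of them.

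The paper calls all 7 miRNAs of Table 4 differently expressed. Here edgeR passed bta-miR-199a-3p and bta-miR-2285bc. The other 5 were passed by some settings. DESeq2 passed bta-miR-126-5p, bta-miR-2288, bta-miR-3613a and bta-miR-450b, the known miRNAs alone passed bta-miR-126-5p, the fit without tested cow 2 passed bta-miR-126-5p, and the fits without control cow 3 and without tested cow 1 passed bta-miR-2288. Only DESeq2 on all miRNAs, alone or with merging and chosen after seeing the values, passed bta-miR-500 (unadjusted p of 0.0476 and 0.0499). The fold changes of all 7 had the paper's direction and were within the error of the fit.

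The number of newly predicted miRNAs that differed was 17 here and within 1.5 times the paper's number. Of the paper's 22, 13 were among the 17, and 4 of the 17 are not among the 22. The DESeq2 Wald test gave 20, all among the paper's 22. Limma (13), filterByExpr (11), the block (11) and the fits without tested cow 1 (13) and tested cow 2 (13) were further away.

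The paper ranks bta-miR-30f lower in the tested group than in the control group. By mean share it was at rank 16 in both. By pooled counts it was at 15 and 17, and by the deposited RPM values at 15 and 18, as in the paper. For bta-miR-141 in the tested group the rank by mean share was 15, and by pooled counts and RPM 14, as in the paper. Its rise, the ranks of bta-let-7a-5p and the shared top 20 match the paper.

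The paper states that some of the Table 4 miRNAs were specific to a group. Of the 12 libraries of the other group, 5 had at least 1 count of such a miRNA and 0 had at least 5 counts. For the 15 immune-related miRNAs the paper gives a share of about 80%. Here it was 69.2% ± 2.19 (SD, 6 libraries) of the known counts, below the paper's value though within 1.5 times of it. Of the top 20 counts it was 80.3%, which comes near the paper's value.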

Other observations

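All tests in this part were chosen only after the result was seen, except the marker lists, which were written before any count was seen. The relatives and neighbours to be named were also listed before, while the tests on them were chosen after.

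Entries of the count table with nearly the same sequence were examined. In 11 pairs, 8 of known and 3 of newly predicted miRNAs, the sequence of one miRNA lies wholly inside that of another. Of the 7 miRNAs with an adjusted p below 0.05 in the authors' deposited table, 2 belong to such a pair. The sum of novel201_mature with the longer novel305_mature, chosen after its values were seen, had a log2 fold change of -0.0061 (standard error 0.696). The unadjusted p by edgeR was 0.993 for the sum and 0.00165 for novel201_mature alone. The longer one by itself had a log2 fold change of 0.84 (unadjusted p of 0.287). Counts of one RNA divided between both entries, in a way that differed between groups, would leave such a sum. That explanation cannot be told apart from a fall of the shorter RNA, because the error of the sum covers a change of either sign. How the authors' counting divided the counts is not known. The other is novel206_mature, also chosen after its values were seen, with 1, 0 and 0 counts in the control cows and 0, 133 and 211 in the tested cows. With its longer partner the log2 fold change was 0.42 (standard error 0.728, unadjusted p of 0.574 by edgeR). The summed counts were 612 in the control group and 879 in the tested group. Here too the explanation cannot be told apart from a change of the shorter RNA, in this case a rise. The sum of both again leaves a change of either sign within its error. A biological change in the ends of these RNAs was not tested.

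Of the 350 miRNAs that reach 50 counts in some library, 91 have 0 counts in another library, 33 known and 58 newly predicted. In 54 of the 91, both extremes occur within one group. No miRNA had 0 counts in all cows of one group and at least 50 in every cow of the other. Of the 29 miRNAs the authors called, 13 show this pattern, and of the 7 in Table 4, 3. Compared over whole lengths, 20.9% of the 91 have another listed sequence within 2 edits, against 27.8% of the others (Fisher's exact test, p = 0.214). As 72 of the 91 have none, reads shared between such pairs cannot account for these 72. This measure misses a shorter sequence that is close to a stretch of a longer one, as bta-miR-2288 is to bta-let-7b. Sharing of reads in general was therefore not excluded. Biological differences between cows, few RNA molecules entering a library and the authors' counting stay open and were not tested.

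In tested cow 1, 4 of the 8 miRNAs on the red blood cell list were high against the median of the other 5 libraries, bta-miR-451 (5.47-fold), bta-miR-486 (4.08-fold), bta-miR-144 (5.32-fold) and bta-miR-363 (7.53-fold). Their median was 5.40-fold, and that of the whole list 2.63-fold. The other 4 on the list, bta-miR-16a, bta-miR-16b, bta-miR-25 and bta-miR-92a, had a median of 1.00-fold, with bta-miR-16a at 0.360-fold, bta-miR-16b at 1.00-fold, bta-miR-92a at 1.00-fold and bta-miR-25 at 1.17-fold. As they went both ways, their median decides nothing. RNA of red blood cells in that serum may raise the first 4, and it cannot be told apart from a difference of that cow, because no profile of red blood cells was at hand to say how far each of the 8 would rise. The list holds 2 of the top 20 miRNAs, bta-miR-486 at 41735 and bta-miR-92a at 12550 in that library, as counts-per-million of the known counts. In tested cows 2 and 3, on the same diet, bta-miR-486 was at 7815 and 6909. In the control cows it was at 21019, 12042 and 10228. After tested cow 1, control cow 1 was also the highest for bta-miR-451 (7169) and bta-miR-144 (247). It was not for bta-miR-363, with 7.81 against 10.1 in tested cow 3. A biological difference of tested cow 1 was not tested.

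None of the 6 marker lists differed between the groups by fry or by camera, and so no call by camera needed a second test. The median log2 fold changes were 0.24 for epithelium (adjusted p = 0.343 by fry of limma), 0.05 for liver (0.930), 2.05 for muscle with 2 of 6 miRNAs tested (0.343), 0.63 for platelets and blood vessels (0.343), 0.19 for red blood cells (0.930) and -0.60 for white blood cells with 5 of 6 tested (0.354). By camera of limma the adjusted p was 0.741, 0.882, 0.388, 0.371, 0.741 and 0.371, in the same order. For red blood cells the median and mean were above 0 while fry gave a fall. The platelet list holds 2 miRNAs of Table 4, bta-miR-126-5p and bta-miR-199a-3p, which the study picked from these libraries, and the epithelium list 3 of the top 20. At an unadjusted p below 0.05 the number of lists was also 0 with both tests.

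The miRNAs of Table 4 were set beside their neighbours within 10 kb in assembly ARS-UCD2.0, as a change of a shared transcript could move both. Of the 9 neighbouring miRNAs tested, which belong to 4 of the 7, 5 changed in the same direction as the Table 4 miRNA. By edgeR 0 of the 9 passed the threshold and 0 had an unadjusted p below 0.05. For bta-miR-500, with 1.43 (standard error 0.974), the more abundant neighbours hardly changed, with log2 fold changes of -0.15 for bta-miR-362-5p (standard error 0.302), 0.23 for bta-miR-502a (0.388) and -0.0088 for bta-miR-660 (0.284). A shared transcript cannot be told apart from other sources, because bta-miR-500 itself was not told apart from no change (unadjusted p of 0.167 by edgeR). The other 6 neighbours have few counts or wide errors. The other bta-miR-2285 members, 25 in all, had a median log2 fold change of -0.29, with 10 up and 15 down, and 0 passed the threshold of Fig. 5 by edgeR. A biological change of single miRNAs stays open and was not tested.

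The sequence of bta-miR-2288 lies 2 edits from a stretch of bta-let-7b, which held between 9.86% and 12.5% of the known miRNA counts. The count of bta-miR-2288 was at most 31.0 per 100000 counts of bta-let-7b, and 0 in the lowest library, while bta-let-7b itself had a log2 fold change of -0.15. Misread bta-let-7b could reach such a rate only if the rate of errors differed between libraries, which cannot be told apart from the counts alone. A biological fall of bta-miR-2288 stays open and was not tested.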
